A study of Drosophila melanogaster with 15 samples. Its data were reported in "Sites of transcription initiation drive mRNA isoform selection" (2023).

How the data were processed

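Polyadenylated RNA from 15 libraries of w1118 flies was converted to cDNA, amplified in 14 PCR cycles with 12 min extension and sequenced on Oxford Nanopore MinION or GridION devices. Heads of 3-day-old adults gave 6 libraries, of which 4 were size-selected on a BluePippin device for cDNA over 3 kb and 2 were not. Embryos of 14 to 16 h and of 18 to 20 h after egg laying (50 embryos per replicate) gave 3 libraries each, and ovaries of 3-day-old virgin females (20 ovaries per replicate) gave 3. Groups were taken from the labels.

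The authors merged the reads of all replicates of a tissue, mapped them to dm6 with minimap2 and built isoforms with FLAIR. Splice sites were corrected with short-read junctions, reads were kept only with a 5′ end in the Eukaryotic Promoter Database, several ends per isoform were allowed, and an isoform needed a minimum number of full-length reads. SQANTI3 was used for annotation. A filter against 3′ ends without poly(A) tail evidence from other sequencing methods is described for the study, but whether it was applied to the deposited assemblies used here is not given in the sources used here. With near-identical isoforms merged, the heads assembly alone held 69307 isoforms, more than the study's filtered atlas of all tissues. This argues against such a filter here, so 3′ ends, PASs and heads-only ends below may include ones that it would remove. The submitters' processing notes name dm6. The deposited values were genomic positions of transcripts and exons in 3 assemblies (heads, embryos of both ages, ovaries). The columns held no counts or levels per library, so depth per library could not be computed, replicates could not be compared, and the study's read-based tests could not be run. The study states that heads were read more deeply than embryos and ovaries, and ovaries had the fewest cDNA reads. Counts of isoforms, ends and tissue-only features were not corrected for this.

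Some limits apply to what can be measured. Every isoform of the 3 assemblies overlapped an annotated gene on at least 1 strand, including the 5659, 2063 and 583 isoforms of heads, embryos and ovaries that lay in loci with no FlyBase gene ID. When the latter were placed at random on their chromosomes, a comparison chosen after that 0 was seen, 17.8%, 15.4% and 18.5% overlapped no gene. Whether a step of the authors' processing removed isoforms between genes is not given, and transcription there was not analysed. Size selection lowers the share of short mRNAs, and the requirement for promoter-supported 5′ ends limits TSSs to promoters in that database.

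All values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and numba 0.67.0, and plots with matplotlib 3.10.9. Positions were compared with the gene annotation of Ensembl release 115, and sequence was taken from the RefSeq copy of the same genome assembly, whose chromosomes have the names in the files and contain all positions in them. The study used an earlier release, so shares of annotated features refer to release 115 only. In heads, embryos and ovaries, 99.3%, 99.2% and 99.2% of FlyBase gene IDs were found in it. Single-exon isoforms (9.49%, 11.7% and 8.63%) were kept.

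Within a gene and strand, a gap of more than 50 nt between neighbouring 5′ ends started another TSS. A gap of more than 150 nt between neighbouring 3′ ends started another PAS. Ends further apart than this counted as 1 site where ends between them bridged the distance. Isoforms of different assemblies were identical with splice sites within 10 nt, 5′ ends within 50 nt and 3′ ends within 150 nt. Isoforms were counted by the deposited gene ID. Among genes of the lists and the top genes, 250 pairs of gene and tissue had no isoform, and 9 of these had isoforms of another ID that shared an intron (*BicC*, *cup*, *vas* and *cac* in ovaries, *Ca-beta* and *cup* in embryos, and *Ca-beta*, *Cp18* and *CG45084* in heads). 3′ UTRs ran from the stop codon of the annotated transcript an isoform was named after to the isoform's end, and other isoforms had no value. Most distal 3′ ends were compared in genes whose last exons overlapped, and a difference over 150 nt was counted. AATAAA was searched in the 50 nt upstream of each distinct 3′ end and at 1 random position in the same last exon, and sequence was called A-rich with at least 12 A in the 20 nt downstream.

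ATSS-APA association was tested with two-sided Fisher's exact tests across genes, with a Cochran-Mantel-Haenszel odds ratio over 6 strata of isoforms per gene. 5′-3′ combinations and tissue-only ends were tested with two-sided permutation tests of 100000 shuffles of PASs within genes, whose smallest possible p is 2e-05, at a threshold of 0.05. In settings with random draws, these tests used 100 draws of 1000 shuffles each, and their values and p are medians over the draws. Per-gene permutation p were adjusted by Benjamini-Hochberg within a tissue. Comparisons between tissues had 1 assembly on each side and no test. Shares carry Wilson 95% intervals, which cover only the sampling of genes, isoforms or ends and not read depth or replicates.

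The 18 gene lists held 311 entries, all matched to the annotation by symbol or synonym. The entry *nos* was first matched to *Nos*, which shares that synonym, and was set to *nanos* after values were seen. They covered neurotransmitters, synaptic vesicles and active zones, ion channels, axon guidance and adhesion, phototransduction, glia, RNA-binding proteins, published neural 3′ UTR extensions, germline and oogenesis, eggshell and yolk, embryonic patterning and Hox genes, muscle, cuticle and trachea, ribosomal proteins, fat body, testis, gut enzymes and 14 genes that the study uses as examples (it names others too, such as mutants, references and further targets, which were not listed). A list's median number of isoforms was placed among 10000 random lists of the same size, matched on the number of annotated transcripts, as a description of these assemblies.

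Named genes followed a rule fixed before the data were examined: all 14 of the study's example genes, the 10 genes with the most isoforms in each tissue, the 10 with the largest difference in distal 3′ end in each direction among genes with at least 3 isoforms in heads and ovaries, the 10 largest shortfalls and 5 largest excesses of combinations, the 10 genes with the most isoforms in tissue-only pairs of both tissues, and up to 4 members per list.

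The procedures were tested on simulated data. TSS and PAS numbers were recovered in 100% of 15873 simulated head genes. With no link between ends, the combination test called 6 of 100 simulations in heads, 4 of 100 in embryos and 5 of 100 in ovaries. With a link in 10% of isoforms it called 20 of 20 in heads, 8 of 20 in embryos and 3 of 20 in ovaries, so a link of that size would often be missed in the latter pair. Simulated isoforms could repeat each other, whereas the deposited models are distinct by construction. These call rates therefore need not hold for the assemblies. The tissue-only test called 12 of 100 shuffled assemblies and 4.675% of 4000 direct shuffles. The equal draws gave a median odds ratio of 0.979 for unrelated and 2.37 for related numbers in 4076 head genes. The related numbers had been simulated with an odds ratio larger than 2.37, so the draws shrink a link. The distal comparison recovered 200 of 200 ovary genes extended by a known length and called 0 others. Alternatives included other windows, filters on exons, length and gene IDs, merged isoforms, random draws to equal size and stricter or looser identity.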

Results

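The study sequenced full-length cDNA from 3 sources of wild-type (w1118) *Drosophila melanogaster* on Oxford Nanopore devices, in order to read each mRNA isoform from its transcription start site (TSS) to its poly(A) site (PAS). Adult heads gave 6 libraries, 4 of them size-selected for cDNA over 3 kb, and ovaries of virgin females gave 3. Embryos gave 3 libraries at 14 to 16 h and 3 at 18 to 20 h after egg laying. The deposited values were 3 isoform assemblies, 1 per tissue, in which the authors had pooled all replicates and both embryo ages. Each assembly listed exon positions on dm6 and held no read number, so the depth behind an isoform and the spread between replicates could not be computed. According to the study, heads were read more deeply than the other two tissues, which runs in the same direction as their higher counts below. Differences between tissues were therefore described without a test, and the 95% Wilson intervals in parentheses cover only the sampling of genes, isoforms or 3′ ends.

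Heads carried the most isoforms. Their assembly held 74482 isoforms, of which 68823 belonged to 11280 genes with a FlyBase gene ID. Embryos had 20701 isoforms, 18638 of them in 6525 such genes, and ovaries 13398, with 12815 in 6690 such genes. *Atpalpha*, which encodes the catalytic subunit of the sodium pump, led the heads with 285 isoforms, against 57 in embryos and 17 in ovaries (FBgn0002921, dm6 3R, 20948714 to 20976239). The splicing regulator *ps* (pasilla, FBgn0261552, 3R, 9417940 to 9455500) led the embryos with 131 isoforms and had 259 in heads and 6 in ovaries. The transcription factor gene *lola* (FBgn0283521, 2R, 10481894 to 10543291) led the ovaries with 48 isoforms and had 54 in embryos and 104 in heads.

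The other 9 genes with the most isoforms in heads were *CG10737* (266), *ps* (259), the muscle myosin gene *Mhc* (255), the synaptic gene *cpx* (254), *Appl* (238), the RNA-binding protein gene *shep* (223), *mtd* (217), *Mbs* (167) and the scaffold gene *CASK* (161). *cpx* and *Appl* had no isoform in ovaries. In embryos *Mhc* (118), the giant muscle protein gene *bt* (65), *par-1* (60), *Atpalpha* (57), *Appl* (54), *lola* (54), *CaMKII* (50), *Mbs* (50) and *mtd* (47) followed *ps*. In ovaries *tral* (42), *par-1* (29), *mod(mdg4)* (25), *Mnt* (24), *smg* (24), *cg* (23), *heph* (23), *CG45084* (22) and *Sxl* (22) followed *lola*. *smg*, a translational repressor of maternal mRNAs, had 24 isoforms in ovaries, 8 in embryos and 4 in heads. The 22 isoforms of *CG45084* lie at the locus of *BicC*, which has the same annotated span (2L, 16042047 to 16048757) and was given 2 isoforms in heads and none in ovaries, so the deposited gene IDs split 1 locus between tissues.

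Several isoforms were found for 47.5% (46.7 to 48.2) of 15873 gene IDs in heads, 32.2% (31.2 to 33.2) of 8497 in embryos and 30.4% (29.4 to 31.5) of 7255 in ovaries. Among the 4690 gene IDs present in all 3 assemblies these shares were 81.2%, 40.6% and 40.3%, and the mean number of isoforms per gene was 9.39, 3.00 and 2.20. More than 10 isoforms were found for 9.60% of gene IDs in heads, 3.85% in embryos and 1.27% in ovaries. When the heads assembly was drawn at random to the size of the ovary assembly, a median of 37.3% of its genes had several isoforms (range 36.0 to 38.3 over 100 draws).

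**Figure D1:**
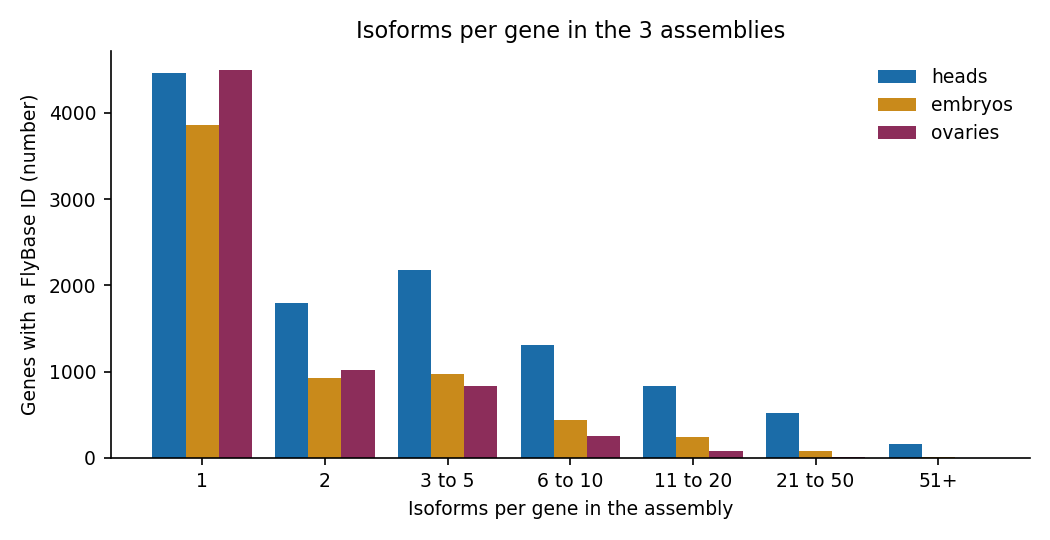
Number of genes with a FlyBase ID (vertical axis) by isoforms per gene (horizontal axis) in heads, embryos and ovaries, 1 bar per tissue and class. Genes with 1 isoform number 4465, 3860 and 4494, while 165, 7 and 0 genes have 51 or more isoforms.

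Gene lists fixed before the data were examined were compared with 10000 random lists of the same size, matched on the number of annotated transcripts. Of 4 neuronal lists, 3 lay above the middle 95% of their random lists in heads, and ion channels did not. The 20 genes of neurotransmitter synthesis, transport and reception and of neuronal identity (*elav*) had a median of 19.5 isoforms in heads (percentile 100), 3 in embryos (99.7) and 0 in ovaries (4.23). They were led by *GluClalpha* (114 isoforms in heads), *Rdl* (80), *nAChRalpha7* (53) and *nAChRbeta1* (40). Synaptic vesicle and active zone genes had a median of 35 in heads (99.9) and 0 in ovaries (0.4), with *cpx* (254), *CASK* (161), *Syt1* (147) and the dynamin gene *shi* (114). Ion channel genes had 34.5 in heads (97.2, inside the middle 95% of 12 to 35, with *Ca-beta* counted as 0 although 34 isoforms of another ID shared its introns), 4.5 in embryos (25.4) and 0 in ovaries (0.115), with *SK* (136), *Sh* (110), *slo* (106) and *Ih* (65). Axon guidance and adhesion genes had 17.5 in heads (98.2) and 7.5 in embryos (99.96), with *Sema1a* (45 in heads and 27 in embryos) and *Dscam1* (39 and 44).

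The 20 phototransduction genes all had isoforms in heads, with a median of 20.5 (percentile 100), while 7 had any in embryos and 4 in ovaries (*norpA*, *rdgA*, *rdgB* and *Galphaq*). *trpl*, a cation channel gene of photoreceptors, had 99 isoforms in heads and none in the other two tissues, and *rdgA* (86), *rdgB* (71) and *Galphaq* (70) followed. The glial list had a median of 17 in heads (99.9), with *Eaat1* (41), *Gs2* (40), *drpr* (27) and *Gat* (26). RNA-binding protein genes had a median of 47 in heads (97.4), 12 in embryos (94.1) and 5.5 in ovaries (95.7), led in heads by *ps*, *shep*, *mub* (135) and *sm* (110). Muscle genes had 24.5 in heads (87.1) and 9 in embryos (97.6), with *Mhc* (255), *Mf* (142), *up* (126) and *Tm1* (81) in heads.

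In ovaries the germline list lay above its random lists, as did those for ribosomal proteins, published neural 3′ UTR extensions and the study's example genes. Germline and oogenesis genes had a median of 2 isoforms in ovaries (percentile 100), 1 in embryos (65.9) and 1 in heads (2.675). Among them *tral* had 42 isoforms in ovaries, *stau* 8, the cyclin gene *CycB* 7 and *otu* 6, and the last pair had none in heads. All 16 eggshell and yolk genes had isoforms in ovaries, against 1 in embryos (*Yp3*) and 4 in heads (*dec* and the yolk protein genes *Yp1*, *Yp2* and *Yp3*), but their ovary median of 1 lay at percentile 86.8. They were led by *dec* (13), a chorion gene, and by *Vm26Aa* (3), *Cp36* (2) and *Vm34Ca* (2), which encode vitelline membrane or chorion proteins. In embryos the cuticle and tracheal genes had a median of 2.5 (99.3), with *dpy* (20), *grh* (13), *verm* (12) and *uif* (11). Patterning and Hox genes had a median of 1 in embryos (66.4), where *Ubx* and *abd-A* had 8 isoforms each, *Antp* 6 and *Abd-B* 3, and only 2 of the 23, *hb* and *hry*, had any in ovaries.

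Lists for other cell types gave the following values, and those for ribosomal proteins and fat body also lay above the middle 95% of their random lists in heads. Ribosomal protein genes had a median of 6 in heads (percentile 99.4), 1 in embryos (62.1) and 2 in ovaries (99.97), with *RpL10* (26 in heads), *RpL3* (23), *RpL5* (15) and *RpS4* (10). Fat body genes had 6 in heads (98.9) and 1 in ovaries (78.1), with *Lsd-1* (17), *Lsd-2* (9), *bmm* (9) and *FASN1* (8) in heads. All 10 genes for gut enzymes had isoforms in heads, with a median of 1 (46.5), and none in ovaries; *Jon65Aiv* had 3 and *Mal-B1*, *alphaTry* and *betaTry* 2 each. Testis was not sampled, but 10 of 11 testis genes had isoforms in heads, against 0 in embryos and 1 in ovaries (*mia*), so presence in the heads assembly does not mark a gene as one of neural tissue. Their median in heads was 1 (35.5), and *dj* had 5, *mia* 3, *Mst87F* 2 and *ProtA* 2. Genes with a published neural 3′ UTR extension had 29.5 in heads (96.2), 11.5 in embryos (99.6) and 10 in ovaries (percentile 100). The 14 genes that the study's text uses as examples of isoforms or targets, which the study chose on these samples and which are not independent evidence, had 18 in heads (72.1), 4.5 in embryos (63.6) and 5 in ovaries (99.1).

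**Figure D2:**
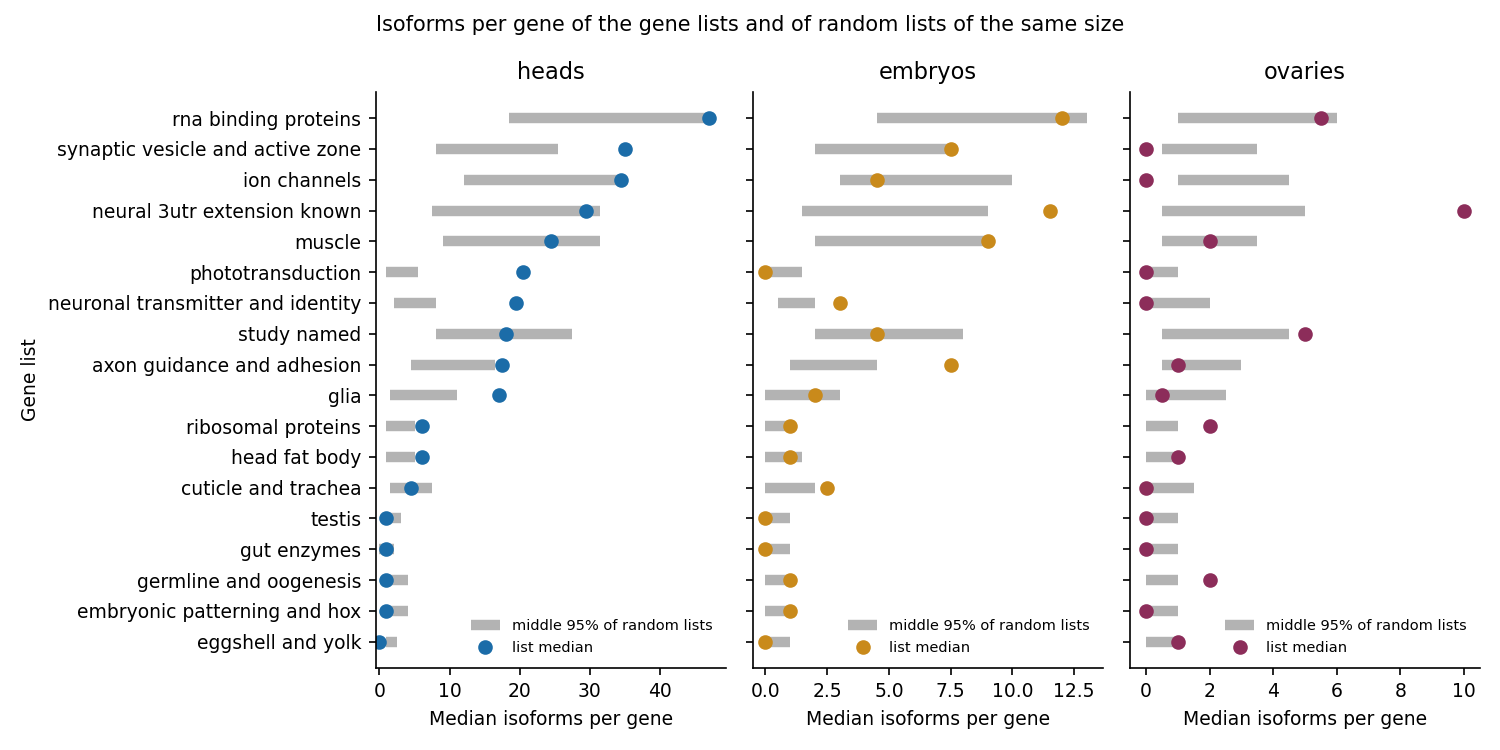
Median isoforms per gene (horizontal axis) of each gene list (vertical axis) in heads, embryos and ovaries (1 panel each), as points, with grey bars for the middle 95% of 10000 random lists of the same size. In heads the synaptic list lies at 35, to the right of its bar (8 to 25.5), and in ovaries at 0, to the left of its bar (0.5 to 3.5).

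Isoforms were longest in embryos and shortest in ovaries. Their median length was 4076 nt in embryos, 3613 nt in heads and 2603 nt in ovaries, and 27.6%, 23.7% and 14.2% of isoforms exceeded 5 kb. Isoforms over 10 kb numbered 115 in heads, 64 in embryos and 12 in ovaries. The longest came from the spectrin gene *kst* in heads (13080 nt), the spectraplakin gene *shot* in embryos (15779 nt) and *puf* in ovaries (12555 nt). Size selection for cDNA over 3 kb was part of the library preparation, except in 2 head libraries, so these lengths are not those of the tissue's mRNA.

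3′ UTRs were longer in heads and embryos than in ovaries among isoforms that the assemblies named after an annotated transcript and that contained its stop codon. These were 29.6% of isoforms in heads, 42.8% in embryos and 65.8% in ovaries, so the tissues are compared on unequal parts of their assemblies. The median 3′ UTR of these isoforms was 491 nt in heads, 549 nt in embryos and 383 nt in ovaries. In the 3870 genes with such a value in all 3 assemblies, the longest 3′ UTR per gene had a median of 614, 447.5 and 429 nt. A maximum can grow with the number of isoforms per gene, which was higher in heads, and these medians were not corrected for that. A 3′ UTR over 3 kb was found in 2.95% (2.74 to 3.19), 2.85% (2.52 to 3.21) and 0.431% (0.314 to 0.591) of the 22070, 8852 and 8814 isoforms with a value. In those over 5 kb the 3′ UTR made up a median of 20.6% of the length in heads, 18.0% in embryos and 11.8% in ovaries.

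The share of multi-exon isoforms with an intron chain not in the reference annotation was 63.7% (63.4 to 64.1) in heads, 47.5% (46.8 to 48.3) in embryos and 23.9% (23.2 to 24.7) in ovaries. In heads it rose from 37.1% below 2 kb to 80.7% above 8 kb. In embryos it rose from 7.44% below 2 kb to 64.4% at 6 to 8 kb and was 63.3% above, and in ovaries from 12.1% to 41.6% and was 31.1% (23.5 to 39.9) of 119 isoforms above 8 kb. Most of these chains, 85.2% in heads, 88.7% in embryos and 82.6% in ovaries, were made only of introns that the annotation holds. Introns with GT-AG ends made up 98.9%, 99.1% and 99.01%. Of distinct 5′ ends, 80.2% in heads, 88.3% in embryos and 91.2% in ovaries lay within 50 nt of an annotated 5′ end. Of distinct 3′ ends, 44.1%, 50.4% and 68.5% lay within 150 nt of an annotated 3′ end.

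Most head isoforms were seen in no other tissue. Isoforms were called identical when their splice sites lay within 10 nt, their 5′ ends within 50 nt and their 3′ ends within 150 nt. On this measure 78.2% (77.9 to 78.5) of head isoforms, 43.1% (42.4 to 43.7) of embryo isoforms and 35.0% (34.2 to 35.8) of ovary isoforms were seen in their own assembly only. Of the 4690 gene IDs in all 3 assemblies, 62.3% (60.9 to 63.6) had an identical isoform in all 3. That share was 89.6% when only intron chains were compared and 26.5% when heads were drawn at random to the ovary number of isoforms. In genes with a FlyBase ID, 3254 were found only in heads, 223 only in embryos and 257 only in ovaries. Of these, 126, 34 and 85 had an intron that another assembly held under another ID, so a missing ID does not show that the locus was silent.

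The next question was whether genes with alternative TSSs (ATSS) also undergo alternative polyadenylation (APA). Neighbouring 5′ ends more than 50 nt apart counted as separate TSSs and neighbouring 3′ ends more than 150 nt apart as separate PASs. Heads had 18930 TSSs, 28811 PASs and 33164 5′-3′ combinations, embryos 9672, 12840 and 14117, and ovaries 7959, 9308 and 9963. Genes with several TSSs had several PASs in 69.1% (67.1 to 71.1) of cases in heads, 74.9% (71.8 to 77.7) in embryos and 63.1% (59.0 to 67.0) in ovaries. Genes with 1 TSS did so in 23.1% (22.4 to 23.8), 14.8% (14.0 to 15.6) and 11.8% (11.1 to 12.6). The odds ratio was 7.45 (6.74 to 8.25) in heads, where the p of the two-sided Fisher's exact test was too small to be represented. It was 17.1 (14.5 to 20.4) in embryos (two-sided Fisher's exact test, p = 4.55e-288) and 12.7 (10.5 to 15.4) in ovaries (two-sided Fisher's exact test, p = 2.24e-158). Genes were the units of these tests and are not replicates.

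A gene with 1 isoform can have neither several TSSs nor several PASs, and genes with 2 TSSs had a median of 6 isoforms in heads against 1 for genes with 1 TSS. Among genes with 2 or more isoforms the odds ratio was 1.51 (1.35 to 1.68) in heads, 1.97 (1.64 to 2.38) in embryos and 1.83 (1.49 to 2.24) in ovaries. Over strata of isoforms per gene the common odds ratio was 0.794 (0.7003 to 0.900) in heads, 0.954 (0.774 to 1.18) in embryos and 0.985 (0.783 to 1.24) in ovaries. The head strata ran from 0.499 (0.387 to 0.639) at 2 isoforms to 2.002 (1.29 to 3.13) above 10 isoforms, an open class that does not hold isoform number fixed. Pairs of isoforms were then drawn in equal numbers from each gene with 4 or more, a comparison chosen after the stratified values were seen. Its odds ratio sets a TSS difference within 1 pair against a PAS difference within another pair of the gene. This is a different measure from the odds ratios above, so the sizes cannot be compared directly. The comparison covered 4070 genes in heads, 1232 in embryos and 726 in ovaries. The median odds ratio was 1.15 (0.979 to 1.35), 1.196 (0.919 to 1.55) and 1.06 (0.748 to 1.51).

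**Figure D3:**
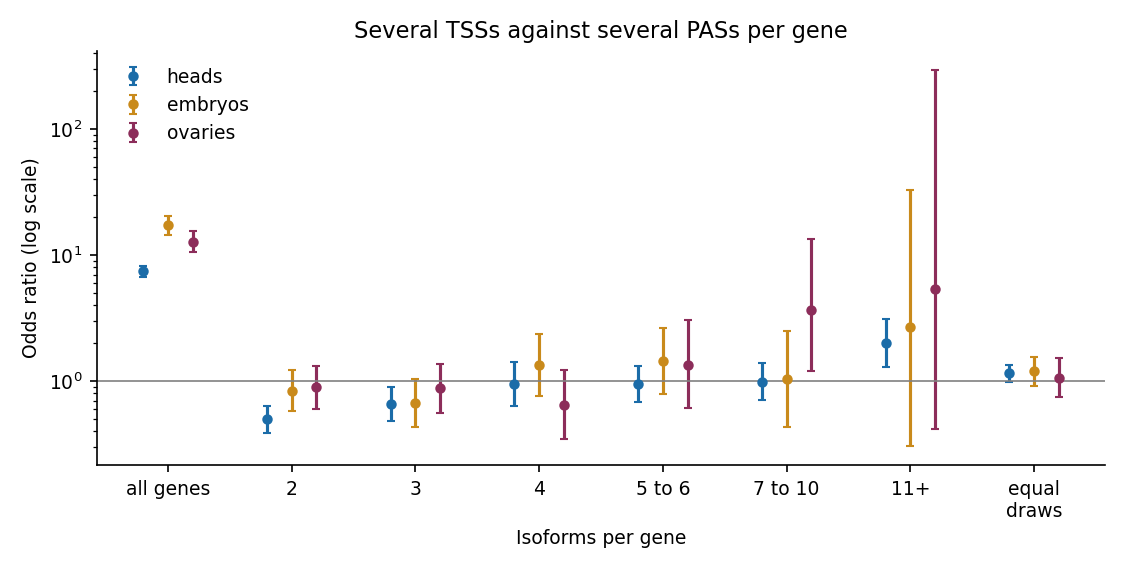
Odds ratio for several TSSs against several PASs per gene (vertical axis, log scale, with 95% intervals) for all genes, by isoforms per gene, and for equal draws of isoforms (horizontal axis), in heads, embryos and ovaries. Equal draws cover only genes with 4 or more isoforms. Their odds ratio is a different measure, of a TSS difference in 1 drawn pair of isoforms against a PAS difference in another. Over all genes the points lie at 7.45, 17.1 and 12.7, and with equal draws at 1.15, 1.196 and 1.06.

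In the 1467 ATSS-APA genes of heads, 634 of embryos and 352 of ovaries, it was then asked whether 5′ and 3′ ends were combined freely. PASs were shuffled among the isoforms of each gene 100000 times. Heads had 10956 combinations against a shuffled mean of 11019, a ratio of 0.994 (two-sided permutation test, p = 0.00732). Embryos had 3776 against 3729, a ratio of 1.013 (permutation p = 0.00046), and ovaries 1580 against 1557, a ratio of 1.014 (permutation p = 0.0119). In heads the ratio was 0.987 with a PAS window of 300 nt (permutation p = 2e-05) and 1.000 with one of 75 nt (permutation p = 0.984). It was 1.006 in genes in which every PAS lay downstream of every TSS (permutation p = 0.0215), so the direction did not hold across settings. Isoform models are distinct by construction while shuffled ones need not be. In a further setting, chosen after results were seen, 1 isoform was drawn per intron chain, which leaves no models that differ in their ends alone. Values were medians over 100 draws with 1000 shuffles each. The ratio was 0.9805 in heads (permutation p = 0.002, the smallest possible there), 1.006 in embryos (permutation p = 0.128) and 1.001 in ovaries (permutation p = 0.822). No read numbers weight the isoforms.

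The head genes with the largest shortfall were *bol* (21 combinations against a shuffled mean of 28.5), *mtd* (51 against 58.5), the potassium channel gene *slo* (47 against 54.2), *Svil* (52 against 57.7), *CASK* (26 against 30.9), the tropomyosin gene *Tm1* (25 against 29.9), *Glut1* (20 against 24.5), *Ank2* (20 against 24.5), *btsz* (18 against 22.4) and *bru1* (13 against 17.2). The largest excess was found in *lola* (81 against 72.3), *mamo* (37 against 34.5), *CG5065* (21 against 18.7), *Ptpmeg2* (22 against 19.7) and *jeb* (10 against 7.77). After Benjamini-Hochberg adjustment of the permutation tests over the 1467 head genes, 5 had fewer combinations than shuffles and 0 had more, against 36 and 1 without adjustment. The 5 were *bol*, *Strn-Mlck* (8 against 11.5), *slo*, *Ank2* and *CG42748* (9 against 12.5), with adjusted permutation p from 0.0147 to 0.0469. In 4 of the 5 (all but *slo*) and in 8 of the 10 largest shortfalls (all but *slo* and *Glut1*) some PASs lay upstream of some TSSs, so that some shuffled pairs cannot exist and a shortfall is partly built in. In embryos none of 634 passed in either direction, with 3 fewer and 0 more unadjusted. In ovaries 1 of 352 had more, which was *lola* (46 against 37.4, adjusted permutation p = 0.00704). *Strn-Mlck*, *CG42748* and the ovary value of *lola* were named after the values were seen.

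The study asked whether 3′ ends of one tissue come from TSSs of the same tissue, and here presence in an assembly stood in for enrichment. In 1094 genes, 31.8% of the head isoforms with a 3′ end not seen in ovaries also had a TSS not seen there, against 31.1% (30.7 to 31.6) after shuffling PASs within genes (two-sided permutation test, p = 0.00694). Against embryos, in 1270 genes, the share was 17.1% against 16.5% (permutation p = 0.0142). For ovary isoforms against heads, in 341 genes, it was 8.64% against 8.85% (permutation p = 0.925). When the larger assembly was drawn to the size of the smaller, the head excess stayed about as large. Medians over 100 draws, with 1000 shuffles each, were 34.1% against 33.4% after shuffling (permutation p = 0.297) and 17.8% against 17.2% (permutation p = 0.267). They covered a median of 414.5 and 655 genes. For ovary isoforms the drawn share was 23.6% against 23.5% (permutation p = 0.535). In genes in which every PAS lay downstream of every TSS the head excess was smaller, at 27.8% against 27.6% (permutation p = 0.637) and 16.0% against 15.8% (permutation p = 0.471).

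Pairs of TSS and PAS seen only in heads and pairs seen only in ovaries occurred together in 1503 genes. The 10 with the most such isoforms were *ps* (212 isoforms with a heads-only pair and 2 with an ovaries-only pair), *mtd* (174 and 3), *shep* (150 and 4), *CASK* (131 and 2), *Atpalpha* (126 and 3), *mub* (118 and 11), *CG17816* (114 and 1), *Nhe2* (112 and 1), *Patronin* (100 and 1) and *Pdp1* (91 and 1). Among the study's example genes, *stai*, a stathmin gene (2L, 6100377 to 6124653), had 20 isoforms with a heads-only pair and 2 with an ovaries-only pair. The values were 40 and 3 for the glucose transporter gene *Glut1*, 45 and 4 for *pum*, 43 and 1 for *Calx*, 40 and 7 for *chn*, 12 and 1 for *ttv*, 8 and 1 for *wun*, 7 and 1 for *Mvl* and 4 and 3 for *ttk*. *Mp* (46), *orb* (11) and the profilin gene *chic* (10) had heads-only pairs and no ovaries-only pair, and the actin gene *Act5C* had 0 and 7. *Act5C* had only 1 isoform in the heads assembly, against 8 in ovaries, so its pairs are not shown to be specific to ovaries. The study presents *Act5C* in heads as a gene with alternative TSSs and PASs and no TSS bias. *Fatp1* had 9 isoforms in heads, 1 in embryos and none in ovaries.

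The most distal 3′ ends lay further downstream in heads than in ovaries for many genes. In 6088 genes with overlapping last exons in both, the end lay more than 150 nt further downstream in heads in 27.7% (26.6 to 28.8), with a median of 770 nt, and in ovaries in 2.30% (1.95 to 2.71). Heads reached further than embryos in 23.1% of 6457 genes and embryos further than heads in 5.48%. Embryos reached further than ovaries in 15.9% of 4467 genes and ovaries further than embryos in 7.34%. In genes with equal numbers of isoforms in heads and ovaries the shares were 14.6% (13.1 to 16.3) and 4.21% (3.38 to 5.23) of 1828. With heads drawn gene by gene to the ovary number of isoforms they were 17.1% (16.2 to 18.1) and 8.41% (7.74 to 9.13).

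The largest extensions in heads, among 1031 genes with at least 3 isoforms in each tissue, were in *ps* (5274 nt, to 3R 9454742 in heads from 9449468 in ovaries), *Svil* (5171 nt), *Bsg* (5161 nt), *Gprk1* (4712 nt), *mub* (4704 nt), *galectin* (4697 nt), *CG32816* (4247 nt), *orb* (4045 nt), *BuGZ* (3862 nt) and *conu* (3838 nt). In the other direction the end lay further downstream in ovaries in *dmpd* (1930 nt), *E(Pc)* (1866 nt), *CG44774* (1289 nt), *Pep* (1243 nt), *skd* (568 nt), *Usp10* (513 nt), *ctrip* (503 nt), *unc-13* (496 nt), *Creld* (242 nt) and *Wbp2* (223 nt). RNA-binding protein genes reached further in heads in 13 of 15 members with a comparison and in ovaries in 0, axon guidance genes in 9 of 11 and 0. Genes with a published neural extension did so in 7 of 8, among them *pum* (3454 nt), *Hrb27C* (2577 nt) and *Imp* (2077 nt), while *fne* had no isoform in ovaries. Of 20 ribosomal protein genes 8 reached further in heads and 3 in ovaries (*RpL7*, *RpLP1* and *sta*). After heads were drawn gene by gene to the ovary number of isoforms, medians over 100 draws were 12 further in heads and 1 in ovaries for RNA-binding proteins, 5 and 1 for axon guidance, 6 and 0 for neural extensions and 4 and 6 for ribosomal proteins. Members that stand behind such small counts were named whatever their rank.

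**Figure D4:**
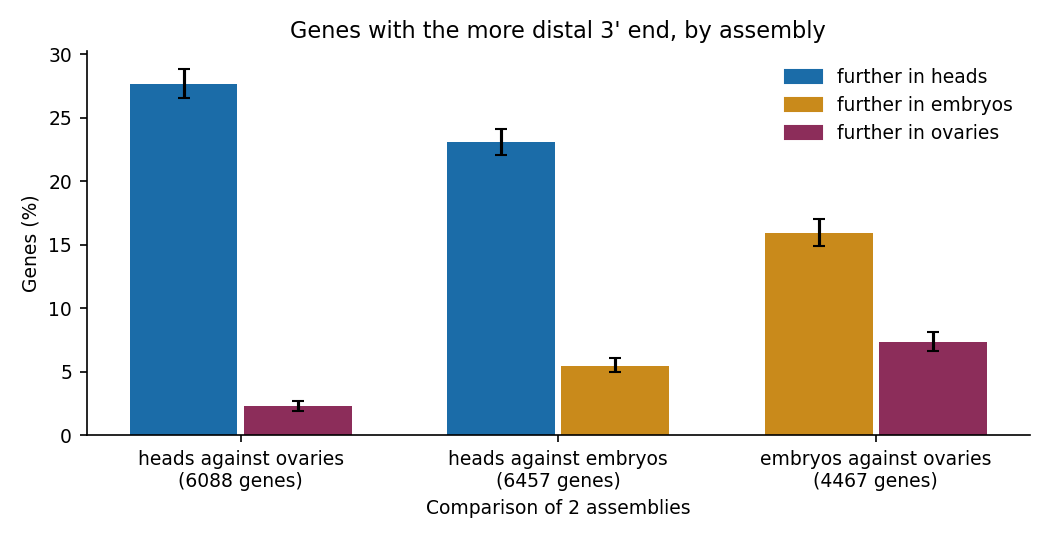
Percent of genes (vertical axis) whose most distal 3′ end lies more than 150 nt further downstream in either tissue of each pair (horizontal axis), with 95% Wilson intervals as error bars and 1 colour per tissue. For heads against ovaries the bars stand at 27.7% and 2.30%, with no correction for isoforms per gene.

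Poly(A) signals were less frequent at 3′ ends seen only in heads. AATAAA, the main polyadenylation signal, lay in the 50 nt upstream of 31.0% (30.4 to 31.5) of distinct 3′ ends in heads, 35.9% (35.0 to 36.7) in embryos and 41.2% (40.2 to 42.2) in ovaries, against 4.30%, 4.49% and 4.11% at random positions in the same last exons. Within heads, 40.5% of the 13657 ends shared with another tissue and 23.3% (22.6 to 23.9) of the 17003 heads-only ends had it, an odds ratio of 2.25 (2.14 to 2.36; two-sided Fisher's exact test, p = 5.73e-231). Heads-only ends within 150 nt of an annotated 3′ end had the signal in 46.1% (44.7 to 47.6) and the other heads-only ends in 15.2% (14.6 to 15.9). Embryo-only ends had it in 15.4% and ovary-only ends in 22.2%. At least 12 A in the 20 nt downstream were found at 4.91% of heads-only and 7.44% of shared head ends.

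**Figure D5:**
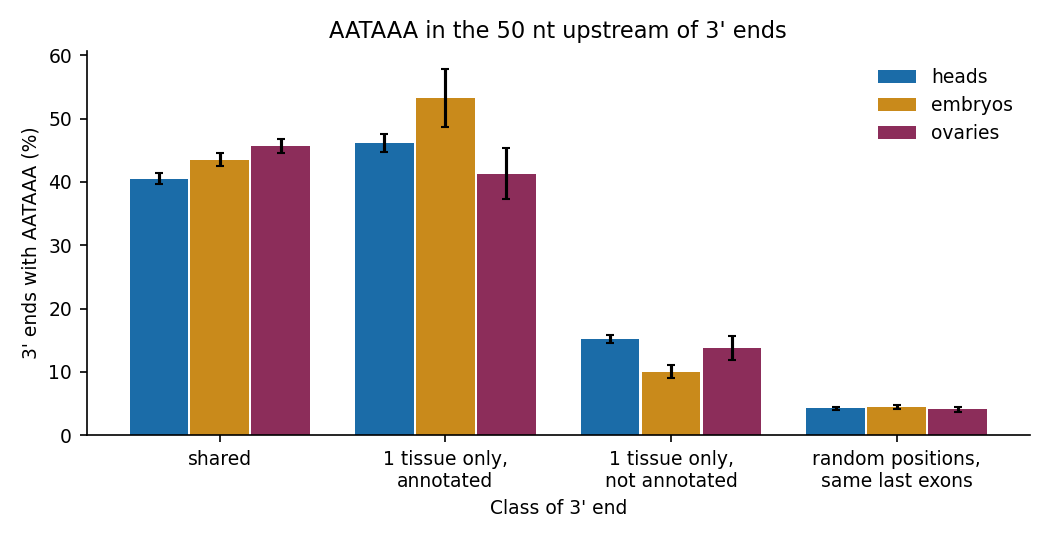
Percent of 3′ ends with AATAAA in the 50 nt upstream (vertical axis) by class of 3′ end (horizontal axis: shared with another tissue, in 1 tissue only and annotated, in 1 tissue only and not annotated, and random positions in the same last exons), with 95% Wilson intervals and 1 colour per tissue. In heads the 4 bars stand at 40.5%, 46.1%, 15.2% and 4.30%.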

Values the study reported

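The study reported a combined assembly, built from several long-read methods and filtered for supported 3′ ends, of 59,970 full-length transcripts. These came from 11,310 genes, of which 5,020 were expressed in all 3 tissues. Over 80% of the latter shared at least 1 identical isoform among all tissues. Of the 59,970 isoforms, 35,170 were found only in heads. The study attributed part of this excess, but not all of it, to deeper reading of neural tissue.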

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

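Chosen only after results were seen were the tests with equal draws, 1 isoform per intron chain, genes in which every PAS lies downstream of every TSS, FlyBase gene IDs only for the ATSS-APA association, the 30 nt search and the 300 nt sharing window for the odds ratio of AATAAA. Over 25 results and 125 alternatives, 73 kept their direction and side of the threshold, or moved by less than their interval or 1.5 times. No paired analysis was possible because the authors pooled the replicates into 1 assembly per tissue, so neither a replicate block nor leaving out replicates could be run, and drawing ovaries to the smallest assembly changes nothing. The files gave no read numbers, so no alternative set read depth equal between tissues. Per the study, heads were read more deeply than embryos and ovaries.

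The share of genes with several isoforms in heads was 46.2% with near-identical isoforms merged, 65.0% with multi-exon isoforms only, 81.2% in genes of all 3 assemblies and 37.3% when drawn to the smallest assembly. In embryos it was 42.8%, 40.6% and 31.1% under the last 3 of these, and in ovaries 28.8%, 35.1% and 40.3% under the first 3. Each of these followed from which isoforms or genes were kept. Head isoforms seen only in heads made up 79.7% with equal splice sites, 75.05% with ends within 100 and 300 nt, 62.0% by intron chain and 73.7% in genes of all 3. Genes with an identical isoform in all 3 made up 68.6% with the wider ends, 89.6% by intron chain and 26.5% with heads drawn to the ovary number. Intron chains not in the reference rose to 65.9%, 50.2% and 26.5% in heads, embryos and ovaries when splice sites had to be equal.

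The ATSS-APA odds ratio turned below 1 over strata of isoforms per gene, at 0.794 in heads, 0.954 in embryos and 0.985 in ovaries, though only the first interval excluded 1. With equal draws of isoform pairs, a different measure, the odds ratio was 1.15, 1.196 and 1.06, and no interval excluded 1. Among genes with 2 or more isoforms the ATSS-APA odds ratio fell to 1.51, 1.97 and 1.83 and kept its direction and call. It also kept both under all other settings run. When drawn to the smallest assembly it rose to 14.3 (11.8 to 17.4) in heads and was 18.1 (14.8 to 22.2) in embryos.

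The combination ratio in heads lost its call with a PAS window of 75 nt (1.000) and when drawn to the smallest assembly (0.996). It was lower with a PAS window of 300 nt (0.987) and with 1 isoform per chain (0.9805). It turned above 1 for isoforms with the most frequent last acceptor (1.011) and for genes with every PAS downstream (1.006). In embryos it lost its call with a PAS window of 300 nt (1.007), when drawn (1.009) and with 1 isoform per chain (1.006), and in ovaries with 300 nt (1.010) and with 1 per chain (1.001). For heads, the order of TSSs and PASs and alternative last exons were weighed as explanations, without a verdict. For other causes no prediction was set.

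Head isoforms with both ends absent from ovaries lost the call in genes with every PAS downstream (27.8% against 27.6% after shuffling) and when drawn (34.1% against 33.4%). Against embryos it was lost with the wider windows (16.9% against 16.5%), with every PAS downstream (16.0% against 15.8%) and when drawn (17.8% against 17.2%). In both draws the excess over shuffles stayed about as large and the number of genes fell, to medians of 414.5 and 655. The ovary share, which passed no threshold, changed side of its shuffles with windows of 25 and 75 nt (8.43%) and when drawn (23.6%). The cause was not tested.

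Most distal 3′ ends lay further downstream in heads than in ovaries in 22.0% of genes at over 300 nt, 31.2% at over 50 nt, 14.6% with equal isoform numbers and 17.1% after a draw gene by gene, each above the ovary share. AATAAA was found in 24.2%, 28.4% and 32.6% of head, embryo and ovary 3′ ends within 30 nt upstream, and in 35.9%, 40.9% and 45.8% within 50 nt on either side.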

Other observations

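The test with equal draws of isoforms, and the naming of the list members in the next paragraph, were chosen only after results were seen.

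Some lists held genes whose most distal 3′ ends differed between heads and ovaries. Among 8 synaptic genes with a comparison, the end lay further downstream in heads in *CASK* (2232 nt), *Sap47* (2015 nt), *dlg1* (1657 nt), *Liprin-alpha* (1421 nt) and *comt* (401 nt), and further in ovaries in *unc-13* (496 nt). Among 20 germline genes it lay further in heads in *orb* (4045 nt), *BicD* (1212 nt), *tud* (521 nt) and *tral* (175 nt). In *rhi*, which encodes a chromatin protein of the piRNA pathway, it lay 2572 nt further in ovaries. Among 14 muscle genes it lay further in heads in *Mef2* (2014 nt), *Mlc2* (1442 nt), *Act87E* (434 nt), *wupA* (396 nt) and *up* (250 nt), and in none further in ovaries. These counts depend on isoform number: with heads drawn gene by gene to the ovary number, medians over 100 draws were 3 further in heads and 2 in ovaries for synaptic genes, 3 and 2 for germline genes, and 3 and 4.5 for muscle genes.

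Isoforms in loci with no FlyBase gene ID were mostly unspliced. Single-exon models made up 94.5% of the 5659 in heads, 98.6% of the 2063 in embryos and 95.9% of the 583 in ovaries. Of these isoforms 26.7%, 28.0% and 28.6% overlapped an annotated gene on the opposite strand only.

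After identical isoforms of the 3 assemblies were merged, 55541 of 83534 isoforms (66.5%) were seen in heads only. That number of heads-only isoforms is higher than the value quoted from the study above, which came from a different, filtered assembly.

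Genes with several TSSs more often had several PASs, and the number of isoforms per gene is a candidate explanation. Over strata of isoforms per gene the odds ratio in heads was 0.794 (0.7003 to 0.900), as the explanation predicted, but at 2 isoforms it was 0.499, where low values are partly built in, since few isoforms leave little room for both kinds of end. That comparison is therefore void as a verdict, a reading adopted after the value was seen. Pairs of isoforms were also drawn in equal numbers from each of 4070 genes with 4 or more. The odds ratio between a TSS difference in 1 pair and a PAS difference in another was 1.15 (0.979 to 1.35). Its interval reached 1, as the explanation predicted. In simulations the draws returned less than the odds ratio that had been set. A weaker link could therefore be missed, and isoform number is not shown to be the whole cause. These values leave open a biological link between initiation and polyadenylation, and also read depth, which they do not give. The study tested such a link by other means, among them read counts per isoform and activation of single TSSs. Others were deletion of an *orb* promoter, p300/CBP mutants, co-evolution of promoters and 3′ UTRs, and human cerebral organoids. Those tests could not be repeated on the values used here.

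3′ ends seen only in heads could come from priming on A-rich sequence or from noise. Only 4.91% (4.60 to 5.25) had A-rich sequence downstream as defined above, fewer than among shared ends (7.44%). At random positions in the same last exons the share was 2.79%. Priming on sequence that meets this definition therefore cannot account for most heads-only ends. Priming on sequence with fewer A was not tested and stays open. The study describes noisy, A-rich profiles like those of internal priming at ends that its filter removed. AATAAA preceded 23.3% (22.6 to 23.9) of the heads-only ends, against 4.51% at random positions in the same last exons, which argues against noise as the whole cause. Among those not annotated AATAAA preceded 15.2%, and ATTAAA without AATAAA a further 5.73%. The latter share was 2.79% at random positions in the last exons of all heads-only ends. A part without either sequence stays open, and other signal variants were not counted. Deeper reading of heads and tissue-specific polyadenylation, which the design does not separate, stay open too.

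More distal 3′ ends in heads could follow from more isoforms per gene. After heads were drawn gene by gene to the ovary number of isoforms, the end lay further downstream in heads in 17.1% (16.2 to 18.1) of genes and in ovaries in 8.41% (7.74 to 9.13). The share in heads fell from 27.7% but stayed above that in ovaries, so isoform number does not account for the whole of the difference. Separate 3′ ends also count as separate isoforms, so the fall does not show that isoform number causes a part of it. Drawing isoforms does not equalise read depth, which stays open, as does a difference between the tissues themselves.

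In heads the ratio of combinations to shuffles was 1.006 in genes in which every PAS lies downstream of every TSS. It was 1.011 among isoforms with the gene's most frequent last splice acceptor. The order of ends along the gene and alternative last exons each predicted a ratio this high. The ratio over all ATSS-APA head genes, 0.994, already met both predictions, so neither comparison can decide.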
